# Identification of lncRNA expression profiles and ceRNA analysis in the spinal cord of morphine-tolerant rats

**DOI:** 10.1186/s13041-018-0365-8

**Published:** 2018-04-10

**Authors:** Jiali Shao, Jian Wang, Jiangju Huang, Chang Liu, Yundan Pan, Qulian Guo, Wangyuan Zou

**Keywords:** LncRNA, ceRNA, Morphine tolerance, Spinal cord

## Abstract

Morphine tolerance is a challenging clinical problem that limits the use of morphine in pain treatment, but the mechanisms of morphine tolerance remain unclear. Recent research indicates that long noncoding RNAs (lncRNAs) might be a novel and promising target in the pathogeneses of diseases. Therefore, we hypothesized that lncRNAs might play a role in the development of morphine tolerance. Male Sprague-Dawley rats were intrathecally injected with 10 μg morphine twice daily for 7 consecutive days. The animals were then sacrificed for lncRNA microarray tests, and the results were validated by RT-qPCR. Next, functional predictions for the differentially expressed mRNAs (DEmRNAs) were made with the Gene Ontology/Kyoto Encyclopedia of Genes and Genomes (GO/KEGG), and predictions for the differentially expressed lncRNAs (DElncRNAs) were made based on competitive endogenous RNA (ceRNA) analyses. The rats successfully developed morphine tolerance. LncRNA microarray analysis revealed that, according to the criteria of a log2 (fold change) > 1.5 and a *P*-value < 0.05, 136 lncRNAs and 278 mRNAs were differentially expressed in the morphine tolerance group (MT) compared with the normal saline group (NS). The functions of the DEmRNAs likely involve in the processes of the ion channel transport, pain transmission and immune response. The ceRNA analysis indicated that several possible interacting networks existed, including (MRAK150340, MRAK161211)/miR-219b/Tollip.Further annotations of the potential target mRNAs of the miRNAs according to the gene database suggested that the possible functions of these mRNAs primarily involved the regulation of ubiquitylation, G protein-linked receptors, and Toll-like receptors, which play roles in the development of morphine tolerance. Our findings revealed the profiles of differentially expressed lncRNAs in morphine tolerance conditions, and among these lncRNAs, some DElncRNAs might be new therapeutic targets for morphine tolerance.

## Introduction

Morphine tolerance is defined as the diminished analgesic effect and the need for a higher dose to achieve the desired analgesic effect after chronic exposure to morphine [1–4]. Over the past decades, people have attempted to elaborate the mechanisms of morphine tolerance with minimal success. The recent focus of this area is the role of non-coding RNAs (ncRNAs) [5, 6]. Among ncRNAs, some studies have reported that miRNAs are involved in the development of morphine tolerance [7, 8], including the let-7 family, miR-23b [9], miR-133b, miR-339 [10], miR-365 [11] and miR-219-5p [12]. However, the research regarding long non-coding RNAs (lncRNAs) is still in its infancy.

The sequences of lncRNAs range in size from approximately 200 nt to over 100 kb, and lncRNAs can function in novel mechanisms of the modulation of the expression of genes [13, 14]. Over the past decades, lncRNAs have been the highlight of some studies of cancer, osteoarthritis, nervous system function and development [15–17]. In pain research, recent studies have claimed that Knav2 AS [18], uc.48+ [19] and some other lncRNAs [20] might play roles in the process of the development of neuropathic pain [21, 22]. The function of lncRNAs has been illustrated as follows: lncRNAs can interact with mRNAs, bind to transcription factors, modulate chromatin remodeling, and even directly regulate the functions of target proteins. Among lncRNAs, some may act as competitive endogenous RNAs (ceRNAs) that target miRNAs [14].

The ceRNA hypothesis was proposed in 2011 with the aim of further elaborating the relationships among RNAs. Salmena et al. [23] highlighted that some RNAs act as ceRNAs that participate in mutual competition for common binding sites of target miRNAs and thus modify the functions of the target miRNAs. Recent research has indicated that ceRNA analysis might shed a light on functional predictions of the effects of lncRNAs [24].

Therefore, in the present study, we hypothesized that lncRNAs might be differentially expressed and act in direct or indirect manners during the development of morphine tolerance. To address this hypothesis, we attempted to identify the lncRNA expression profiles in the spinal cords of rats under normal and morphine tolerance conditions and to predict the possible functions of differentially expressed lncRNAs (DElncRNAs).

## Methods

### Intrathecal injection of morphine induces a chronic morphine tolerance model in rats

Adult male Sprague-Dawley rats (weight 240–260 g) were obtained from the Hunan SJA Laboratory Animal Company (Hunan, China). The rats were housed in groups and maintained on a 12/12 light-dark cycle at a room temperature of 22 ± 1 °C with food and water freely available. The experimental procedures were approved by the Animal Care and Use Committee of Central South University and conducted in strict accordance with the guidelines of the International Association for the Study of Pain [25]. To establish the rat model of morphine tolerance, rats in the morphine tolerance group (MT, *n* = 8) were intrathecally injected (i.t.) with 10 μg (1 μg/1 μl) of morphine twice daily at 08:00–09:00 am and 16:00–17:00 pm for 7 consecutive days [3, 26]. The normal saline group (NS, n = 8) was injected with equal volumes of normal saline at the same time points.

### Tail flick test

The tail flick test was used to measure thermal sensitivity. Before conducting this test, the rats were placed on the plantar surface for 15 min to adapt to the testing environment. Then, we tested one fixed point of the tail 2–3 cm from the tip using the Hargreaves apparatus (Italy, UGO Basile) [26, 27]. The results are expressed as the tail withdrawal latency (TWL), which was ultimately converted to the percent of the maximum possible effect (%MPE). The radiant index was set at 90, and the cut-off was 20 s to avoid tissue damage. The tests were conducted 30 min before and after the morning injection of morphine on days 1, 3, 5, and 7.

### Tissue collection and RNA isolation

On day 8, after the morning injection with morphine or saline, the rats were deeply anesthetized with pentobarbital sodium (1%) one hour later. Then, we decapitated the rats, collected the lumbar enlargements and placed the collected tissues into liquid nitrogen as quickly as possible for preservation. Next, we extracted the total RNA from the spinal tissues and tested the RNA quantity and quality with a NanoDrop ND-1000 Spectrophotometer (Thermo,USA) and tested the RNA integrity with agarose gel electrophoresis (2%). Subsequently, we stored the remnant RNA at − 80 °C for later use. The RNA isolation was performed by Kangcheng Bio-tech (Shanghai, China).

### Microarray assay

We employed a rat lncRNA microarray 4 × 44 k,V1.0 (Arraystar) containing approximately 9000 lncRNAs to screen the differentially expressed lncRNAs and mRNAs. The total RNAs of the MT and NS groups (*n* = 5) were hybridized with the gene chips. The RNA samples were transcribed into fluorescent cRNAs along the entire lengths of the transcripts without a 3′ bias utilizing random primers. The labeled cRNAs were hybridized to the rat lncRNA microarray. Next, the arrays were scanned with an Agilent DNA Microarray Scanner (part number G2505C). The array images were analyzed with Agilent Feature Extraction software (version 11.0.1.1). Quantile normalization and subsequent data processing were performed using the GeneSpring GX v12.1 software package (Agilent Technologies,USA). The microarray hybridization was performed by Kangcheng Bio-tech (Shanghai, China).

### Bioinformatics analysis

We used the criteria of a log2 (fold-change) > 1.5 and a *P*-value < 0.05 to screen for the deregulated RNAs. Hierarchical clustering was performed with Cluster 3.0, and the heat maps were generated in Java Treeview. The DEmRNAs were analyzed according to the pathway annotations of the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) functional enrichment using CapitalBion. The -log_10_ (*P*-values) of the GO and pathway results are displayed in the histogram. The DElncRNAs were analyzed by ceRNA analyses, which were conducted with Arraystar’s homemade miRNA target prediction software, which is based on TargetScan and miRanda [28]. A lncRNA/miRNA/mRNA interaction network was generated to visualize the interactions using Cytoscape. The NCBI Database was used to annotate the functions of the potential target genes.

### Real-time quantitative polymerase chain reaction (RT-qPCR)

The microarray results were confirmed by RT-qPCR. The total RNAs of the MT and NS groups (*n* = 5 in each group) were reverse transcribed using random hexamer primers (Arraystar Flash RNA Labeling Kit, Arraystar) according to the manufacturer’s description. The expression levels of 18 lncRNAs (MRAK080737, MRAK159688, MRAK046606, DQ266361, XR_005988, uc.48+, uc.310-, XR_009527, XR_008662, S66184, MRAK161211, MRAK150340, XR_006440, AF196267, MRAK077287, MRAK014088, MRAK141001 and MRAK038897), as well as 12 DEmRNAs (S100a8, Batf, Ccl7, RT1-Bb, RatNP-3b, Grm2 and Mmp9, Prrx2, Asb2, Fam111a, Kcnv2 and Tmem119) were examined. GAPDH was used as the house-keeping gene. The sequences of all primers are presented in Table 1. We conducted the RT-qPCR tests with a 10 μL reaction system in a ViiA 7 Real-time qPCR System according to the manufacturer’s protocol. Melting-curve analysis was performed to monitor the specificity of the production. All experiments were replicated three times. The gene expression levels in the MT and NS groups were analyzed with the 2^−ΔΔCT^ method.

**Table 1:** The detailed information of primer sequence

Sequence name	Primer sequence	Amplicon size (bp)
GAPDH(RAT)	F:5’ GCTCTCTGCTCCTCCCTGTTCTA3’ R:5’ TGGTAACCAGGCGTCCGATA3’	124
MRAK161211	F:5’CTGACCCCAAAGTTTCACATCT3’ R:5’CCAGGAGAGGTGTTCCAAGTAA3’	63
MRAK038897	F:5’TGGCAAGAATACCAAAGAGC3’ R:5’CACAGCAAGATGTAATGCACAG3’	132
MRAK014088	F:5’GTGTCTATTTCTGGGAGTCTGTGC3’ R:5’GCCATTGGTAAGAGAATTAAGCAG3’	102
MRAK080737	F:5’GTGCCAGACCCCAAGGTAAA3’ R:5’GAGACAATAATGGAGCCGCC3’	105
MRAK159688	F:5’GTACTGTAGCTCTTCAGCGTCC3’ R:5’GTCAGAACATTCAGACCACCTC3’	78
MRAK046606	F:5’GCCAGCATCTCCTACTCACA3’ R:5’TGGACTACGGACTACAGTTTACC3’	80
MRAK150340	F:5’ACAGAGTAGGGCAGTCGCAG3’ R:5’GGTTGTGGACCATAGAAGAGTTG3’	205
DQ266361	F:5’TGTGGTTAAATCCCCATGC3’ R:5’CTTCTCCAAGTCACATCTGCTC3’	63
XR_006440	F:5’GGAGCATCAAATCGAAAGC3’ R:5’ACTCGGATCGTCTCAAGGAC3’	162
XR_005988	F:5’TGTGACACCACTGAGACCCTT3’ R:5’TGGCCCTCCACACTTTACGA3’	101
uc.48+	F:5’ AAATGCAAACTGGATGAGGA 3′ R:5’ GTTAACACTGTATGTAATTAGGG 3’	279
uc.310-	F:5’ CTAATCAAAAACTGACAGCAAGA 3′ R:5’ GATCTTTCTTAAGCAGAATTTGG 3’	128
XR_009527	F:5’ CCAAGGCCCGTATTGAGATTA 3′ R:5’ AGGGTCCAATGTGCCACGA 3’	116
XR_008662	F:5’ TAATGAGGAAGATGAGAATGGC 3′ R:5’ CCAGATAGGCTTCGTCTTATTC 3’	103
S66184	F:5’ TCTTCACATTACCATTACGAGGA 3′ R:5’ CATCGGAATGATTTTGCTGTGT 3’	51
AF196267	F:5’ GCCATCAATTTTCTCTTGACTG 3′ R:5’ TGAAGGGTCAGTTTGAAGCA 3’	135
MRAK077287	F:5’ GCTAATAATTCCTACCAGCAAA 3′ R:5’ ACCTCACACCCAGTCTCTACAT 3’	151
MRAK141001	F:5’ CTTCCCTACCAGTCTATTGAGTG 3′ R:5’ ACGCTCCACTACAAAATCAGTT 3’	87
S100a8	F:5’GGGAATCACCATGCCCTCTA3′ R:5’GCCCACCCTTATCACCAACA3’	168
Batf	F:5’GAGGACCTGGAGAAACAGAATG3’ R:5’GCTCAGCACCGATGTGAAGTA3’	87
Ccl7	F:5’GCTGCTATGTCAAGAAACAAAAGA3’ R:5’TGATGGGCTTCAGCACAGACT3’	136
RT1-Bb	F:5’GCCCTCAACCACCACAACTT3’ R:5’GGTCCAGTCCCCGTTCCTAAT3’	141
Prrx2	F:5’AAGAAGAAGCAGCGTCGGA3’ R:5’CAAAGGCGTCAGGGTAGTGT3’	97
Asb2	F:5’TGCTTTTCCTGCCTGTATGG3’ R:5’CGACAGGAACTCACAGAACTGC3’	120
RatNP-3b	F:5’ CATACGCCAAAGTCTGAAACC 3′ R:5’ AGCAGTGCCTTTATCCCCTC 3’	168
Grm2	F:5’ CCCGGAGAACTTCAACGAA 3′ R:5’ GGCTGGAAAAGGATGATGTG 3’	207
Mmp9	F:5’ CCCACTTACTTTGGAAACG 3′ R:5’ GAAGATGAATGGAAATACGC 3’	228
Fam111a	F:5’ GACTATTTCTCTCAGGTTCCCA 3′ R:5’ GTGCTGCATACAAGCTACTTGT 3’	256
Kcnv2	F:5’ GGGCTGCGGTAAGCATCTCT 3′ R:5’ TTGAGAATAATCCCAAAAGCGA 3’	106
Tmem119	F:5’ AGACAGTCGAACGGTCTAACAG 3′ R:5’ TCACAAGTAGCAGCAGAGACAG 3’	127

### Statistical analysis

All data were presented as mean ± s.e.m. The statistical significance of differences between groups was analyzed with two-way repeated-measures of ANOVA followed by Bonferroni test or with Student’s *t*-test. *P* values less than 0.05 were considered statistically significant.

## Results

### Construction of the rat morphine tolerance model

The tail flick test data revealed that there were no significant changes in the thermal sensitivities of NS group (*n* = 8 in each group). However, comparisons between the two groups revealed that, on day 1 post-injection, the %MPE of the MT group (n = 8 in each group) was significantly higher than that of the NS group (*P*<0.05). On day 3 post-injection, the % MPE of the MT group began to decline but remained higher than that of the NS group (*P*<0.05). On day 5 post-injection, the %MPEs did not significantly differ between the two groups (*P*>0.05), and this state continued to day 7 (Fig. 1a), which suggested that a stable morphine tolerance model had been established.

**Fig. 1:**
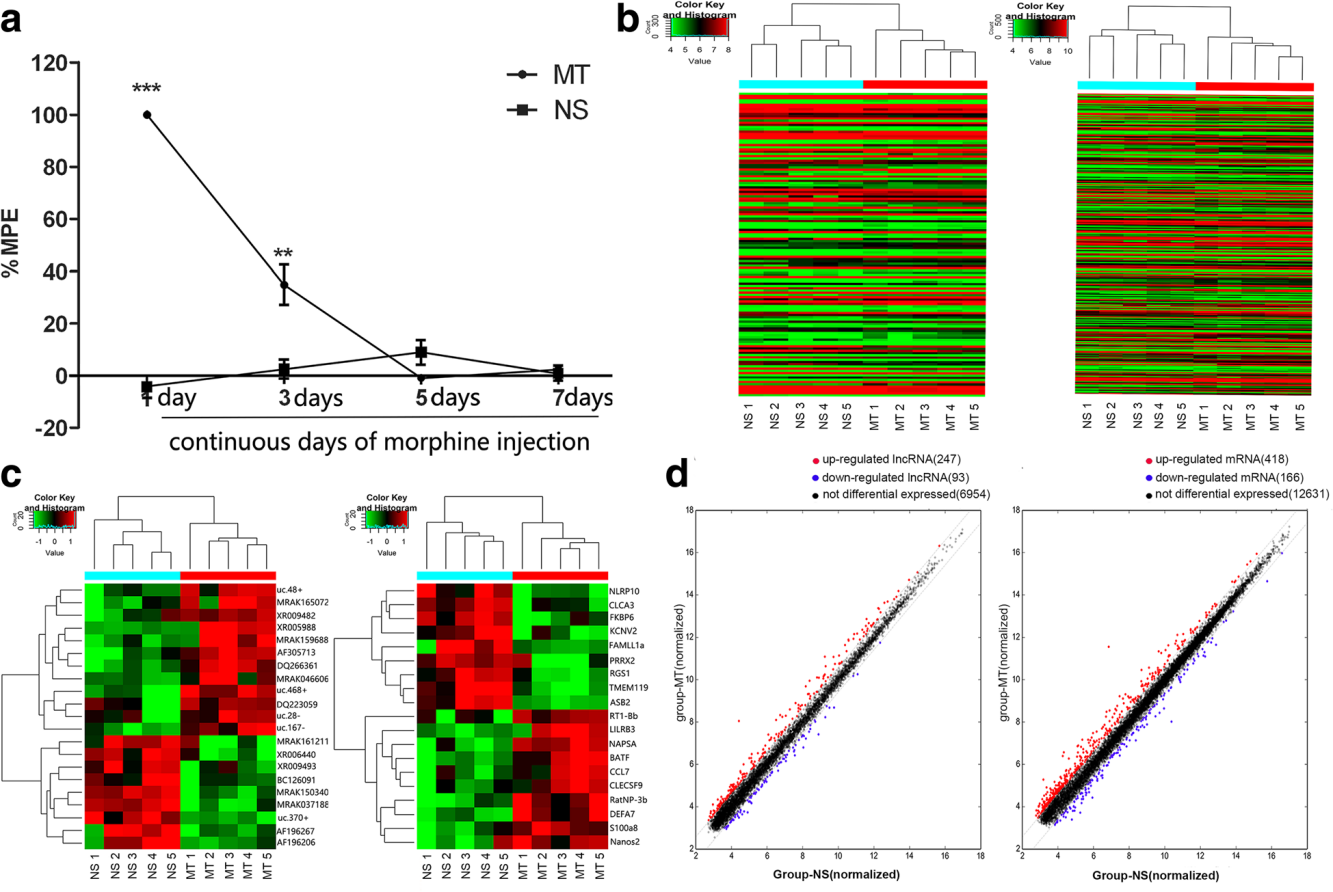
(**a)** Continuous injection of morphine for 7 days induced the formation of morphine analgesic tolerance. The data are expressed as the mean ± s.e.m. (n = 8 in each group). **P < 0.01, ***P < 0.001, Two-way repeated-measures of ANOVA followed by Bonferroni test. Ten samples (n = 5 in each group) were subjected to microarray analysis. **b**-**c** The entire and partial hierarchical clusterings of the lncRNAs and mRNAs, respectively; the up- and down-regulated genes are colored in red and green, respectively. **d** Scatter plot displaying the lncRNAs and mRNAs that exhibited expression differences between the MT and NS groups that exceeded 1.5-fold

### Overview of the lncRNA and mRNA expression profiles

First, we created an overview of the lncRNA and mRNA expression profiles using a using scatter plot, which revealed that large numbers of lncRNAs and mRNAs were differentially expressed between the MT and NS groups (*n* = 5; Fig. 1d). 

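Total RNA from the lumbar enlargements of 5 MT rats and 5 NS rats was hybridized to one-colour arrays, with 1 array per rat. The MT rats, numbered 1 to 5, had received 10 μg of morphine intrathecally 2 times a day for 7 days, and the NS rats, numbered 6 to 10, had received saline. Each array held 43553 spots, of which 42136 were not controls. These spots represented 24684 probes, and 9319 of them were assigned to lncRNAs, 15323 to mRNAs and 42 to neither class. The authors deposited the background-subtracted intensity of each spot from Feature Extraction and a table of quantile-normalized log2 intensities, 24484 of whose entries matched a probe. For the values given here, intensities below 1 were set to 1, converted to log2 and quantile normalized, spots that the software marked as outliers were left out, and the spots of each probe were averaged. A probe was kept if most of its spots were well above background on at least 5 of the 10 arrays, which left 20286 RNAs, including 6887 lncRNAs and 13375 mRNAs. On each array these values correlated with the deposited values with a Pearson r between 0.993 and 0.999 across probes, which are not independent replicates. The median spot intensity per array ranged from 74.4 to 89.6 in the MT group (median 87.2) and from 29.8 to 101 in the NS group (median 75.1). Between 81.1% and 83.9% of the spots were well above background on the MT arrays and between 58.6% and 79.6% on the NS arrays. The scan records place MT rats 1, 3, 4 and 5 on slide 1, MT rat 2 with NS rats 6, 7 and 10 on slide 2, and NS rats 8 and 9 on slide 3, which was scanned on another day. Slide 2 was therefore the only slide with both groups, and slide 3 had the lowest signal, with 58.6% and 63.8% of its spots well above background. The groups were compared with limma's moderated test, and the precision of every value is limited by the number of arrays.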

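By fold alone, with no test, 323 lncRNAs were more than 1.5-fold higher and 102 more than 1.5-fold lower in the MT group than in the NS group. The corresponding numbers of mRNAs were 531 and 191. Scaling each array by its 75th percentile in place of quantile normalization changed the total of lncRNAs the most, with 1149 higher and 30 lower. Without NS rats 8 and 9 of slide 3, 137 lncRNAs were higher and 140 lower, and with no filter on dim probes 380 were higher and 382 lower. For 5.33% of the lncRNAs and 5.74% of the mRNAs, every MT rat lay on one side of every NS rat. Chance alone gives 0.794% if all arrays are interchangeable. As slide 1 holds no NS array and slide 3 no MT array, differences between slides can raise these shares, which were not tested by slide. From the scatter plot of these folds, the paper states that large numbers of lncRNAs and mRNAs differed between the MT and NS groups.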

Next, hierarchical cluster analyses of all of the lncRNAs and mRNAs was applied and revealed that the 5 NS and 5 MT samples clustered independently, and the results also indicated high degrees of consistency in both the NS and MT groups (Fig. 1b, c). 

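Arrays were clustered by average linkage on 1 minus the Pearson r over the 20286 RNAs. The first split placed NS rats 8 and 9, the arrays of slide 3, on one side and the 8 other arrays on the other, so that 3 arrays were on the side of the other group. The same number resulted from lncRNAs alone, from mRNAs alone and from complete linkage on Euclidean distances. Without the arrays of slide 3, 1 array was on the side of the other group. The nearest array by correlation was on the same slide for 10 of 10 arrays and of the same group for 7 of 10. Pairs of arrays from the same slide had a mean r of 0.993 within a group and of 0.993 between groups. Pairs from different slides had a mean r of 0.982 within a group and of 0.985 between groups. Over all pairs, the mean correlation within groups exceeded that between groups by 0.00148 (one-sided exact permutation test over all splits into 5 and 5, p = 0.151).

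**Figure D1:**
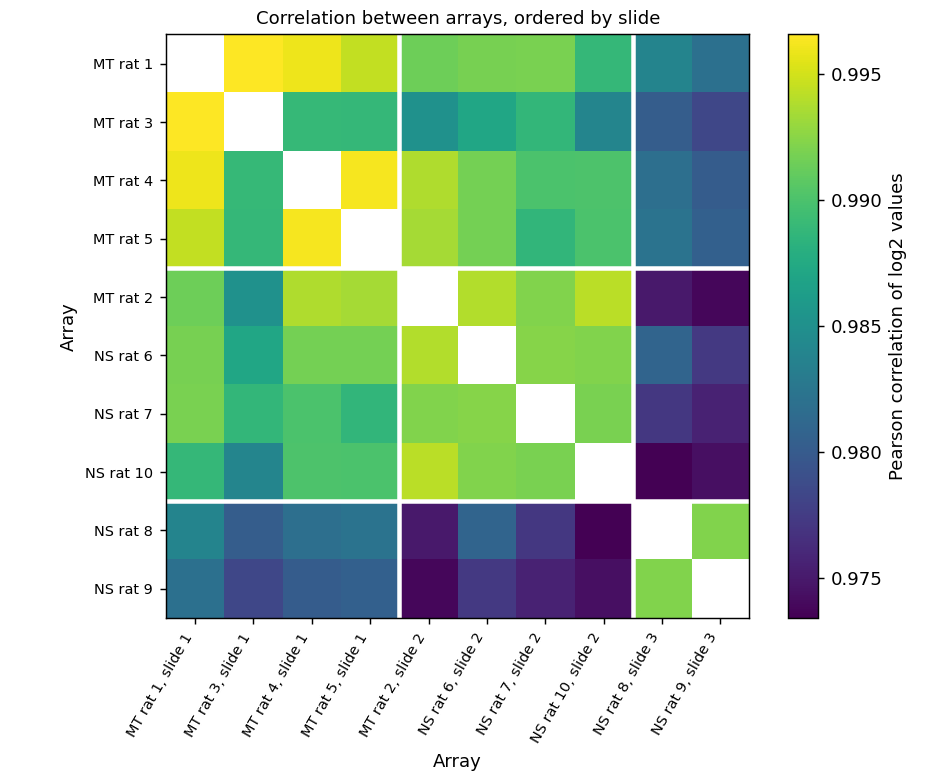
Pearson correlation of log2 values between the 10 arrays, which are ordered by slide and separated by white lines at the slide borders. The 2 arrays of slide 3 (NS rats 8 and 9) correlate less with the 8 other arrays than with each other (r = 0.992).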

All of the microarray results have been uploaded to the GEO database (GSE110115).

### Differentially expressed lncRNAs and mRNAs in morphine tolerance

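Of the 6887 lncRNAs tested, 207 had a linear fold above 1.5 with an unadjusted P below 0.05 in limma, 137 of them higher and 70 lower in the MT group. Read as a log2 fold change above 1.5, the same criterion gave 2 lncRNAs, both higher. After Benjamini-Hochberg adjustment over all RNAs tested, 9 lncRNAs passed 0.05, with 2 higher and 7 lower, and the smallest adjusted p was 0.0215. The count past the study's criteria fell to 123 without NS rat 9 and reached 321, 345 and 360 without NS rats 6, 7 and 10. Without both arrays of slide 3 it was 215, with 95 higher and 120 lower, and 65 of these were among the 207. A limma fit with the slide as a block left 117 lncRNAs past the criteria, 44 of which were among the 207. Since slide 2 alone holds both groups, the group difference in that fit is MT rat 2 against NS rats 6, 7 and 10. In that fit 0 lncRNAs passed the adjusted threshold and 314 had an unadjusted P below 0.05, and a fit with the slide as a random effect likewise left 0 past the adjusted threshold.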

According to the criteria of a log2 (fold change) > 1.5 and a *P*-value< 0.05, the microarray data identified 136 lncRNAs, including 84 up-regulated and 52 down-regulated lncRNAs, which were significantly altered in the MT group compared with the NS group. 

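XR_005988 had a normalized log2 intensity of 8.03 ± 1.98 (SD, n = 5) in the MT group and 4.40 ± 0.22 (SD, n = 5) in the NS group. The log2 fold change was 3.63 (standard error 0.80, limma adjusted p = 0.0978), a linear fold of 12.4. MT rats 1, 2, 4 and 5 lay between 8.42 and 9.45, and MT rat 3 lay at 4.57, within the range of the NS rats (4.14 to 4.70). Without MT rat 3 the log2 fold change was 4.50. This lncRNA was well above background on 5 of 5 MT arrays and on 3 of 5 NS arrays. DQ266361 differed by a log2 fold change of 1.31 (standard error 0.24, adjusted p = 0.0639), and its lowest MT rat (8.05) lay above its highest NS rat (7.63). Next by fold among lncRNAs past the study's criteria with complete separation of the groups were XR_006580 (log2 fold change 1.11, standard error 0.47, adjusted p = 0.283) and BC158780 (1.07, standard error 0.18, adjusted p = 0.0547). For XR_006580 the MT rats lay between 12.07 and 12.29, NS rats 6, 7 and 10 at 11.83, 11.83 and 12.05, and NS rats 8 and 9 of slide 3 at 9.74 and 9.87. Its log2 fold change was 0.27 without slide 3 and 0.25 with the slide as a block, and it no longer met the criteria in 13 of 22 alternatives. BC158780 was well above background on 1 of 5 NS arrays, and its log2 fold change with normexp was 0.54, no longer past the criteria. For MRAK046606, every spot of MT rats 2 and 4 was marked as an outlier, and the 3 remaining MT rats gave a log2 fold change of 0.52 (standard error 0.12, adjusted p = 0.121) with a linear fold of 1.44. With those spots kept, its log2 fold change was 1.24. Among lncRNAs past the study's criteria, MRAK051578 had the second largest fold, with a log2 fold change of 1.78, but this value rests on 2 MT and 2 NS arrays.

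**Figure D2:**
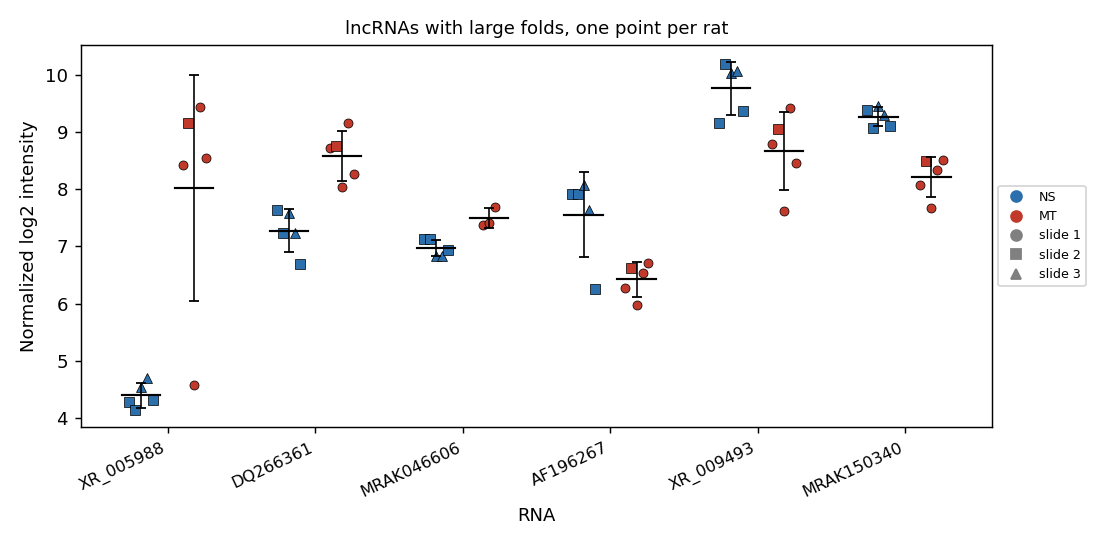
Normalized log2 intensity of 6 lncRNAs, with 1 point per rat, colour for the group and marker shape for the slide. Horizontal lines and bars give the mean and SD of each group, and MT rat 3 lies at 4.57 for XR_005988.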

The lncRNAs that exhibited the greatest up-regulations were XR_005988, DQ266361, and MRAK046606 with XR_005988 exhibiting the largest up-regulation [log2 (fold change) =12.4243]. 

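In the other direction, AF196267 had a log2 fold change of -1.14 (standard error 0.33, limma adjusted p = 0.158), a linear fold of 2.20. Its NS rat 10 (6.26) lay within the range of the MT rats (5.97 to 6.72), and the other NS rats lay between 7.64 and 8.07. Under the slide block AF196267 changed by -0.75 and no longer met the study's criteria. XR_009493 changed by -1.09 (standard error 0.33, adjusted p = 0.173), and with the slide as a block by -0.52, which is no longer past the study's criteria. AF196206 changed by -1.10, with a mean log2 intensity of 3.50 in the MT group and 4.59 in the NS group. MRAK150340 changed by -1.05 (standard error 0.16, adjusted p = 0.0463), and every MT rat lay below every NS rat (two-sided exact permutation test, p = 0.00794, the smallest p that 5 rats against 5 allow). With the slide as a random effect, the adjusted p of MRAK150340 was 0.372, and over all alternatives it ranged from 0.0208 to 1.00. MRAK037188 changed by -0.99 (standard error 0.14, adjusted p = 0.0353), also with every MT rat below every NS rat, and met the criteria in all 22 alternatives, over which the adjusted p of MRAK037188 ranged from 0.0160 to 1.00 (slide as a fixed block).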

The lncRNAs that exhibited the greatest down-regulations were AF196267, XR_009493, and MRAK150340 with AF196267 exhibiting the largest down-regulation [log2 (fold change) =2.2025]. 

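Of the 80 lncRNAs of Table 2, 77 passed the filter on dim probes, and 77 of these changed in the direction listed. The study's criteria were met by 34 of the 40 listed as up-regulated and 38 of the 40 listed as down-regulated. Adjusted p values below 0.05 were reached by 7 of the 80. The list was chosen on these same arrays, so these counts are not independent evidence. The median linear fold was 1.78 for those listed as up-regulated and 1.69 for those listed as down-regulated. Under the slide block 30 of the 80 met the criteria.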

Detailed information, including the top 40 up-regulated and top 40 down-regulated lncRNAs, is provided in Table 2.

**Table 2:** The detailed information of top 40 up-regulated and 40 down-regulated lncRNAs

Up-regulated lncRNAs	Fold change(MT/NS)	P-value	Down-regulated lncRNAs	Fold change(MT/NS)	*P*-value
XR_005988	12.34156	0.003685	AF196267	2.202529	0.012181
DQ266361	2.486278	0.000882	XR_009493	2.115125	0.019025
MRAK046606	2.367485	0.020344	MRAK150340	2.060765	0.000308
uc.167-	2.199281	0.002987	MRAK037188	1.956905	0.000066
uc.468+	2.137996	0.000249	XR_006440	1.952104	0.003301
XR_009482	2.065426	0.022224	AF196206	1.938910	0.015500
AF305713	2.052460	0.001121	BC126091	1.906750	0.020304
MRAK165072	2.020835	0.015095	uc.370+	1.900405	0.000477
MRAK159688	2.009110	0.008496	MRAK156916	1.879795	0.013478
uc.28-	1.957873	0.033513	XR_008800	1.872603	0.022847
DQ223059	1.911577	0.043779	MRAK077287	1.816863	0.000017
uc.48+	1.897821	0.005311	MRAK014088	1.773360	0.000324
XR_006726	1.887222	0.008923	MRAK161211	1.765669	0.014718
XR_009483	1.883845	0.020077	BC158785	1.742858	0.005583
MRAK013672	1.849562	0.027735	MRuc009dux	1.721422	0.014515
MRAK018927	1.848401	0.025469	MRAK135122	1.718807	0.009117
uc.482-	1.827252	0.000618	MRAK141001	1.690469	0.000352
MRAK138235	1.824250	0.005928	MRuc007nwi	1.688666	0.043028
uc.156-	1.810205	0.037932	uc.264-	1.687839	0.023742
XR_008353	1.802395	0.008201	EF088428	1.673345	0.001656
uc.462+	1.791152	0.001958	uc.363+	1.672870	0.011181
MRAK134839	1.770980	0.033987	BC169026	1.665411	0.007442
MRAK054291	1.760502	0.037076	MRAK008891	1.659204	0.018204
BC093392	1.758918	0.030404	MRAK135686	1.656007	0.005067
MRuc007cgx	1.756746	0.023148	MRAK051195	1.625373	0.000267
MRAK050995	1.742487	0.032134	BC097960	1.619298	0.003837
XR_009527	1.742256	0.022408	MRAK169397	1.617138	0.030259
uc.395-	1.733383	0.035051	MRAK046121	1.614043	0.005023
XR_005532	1.732123	0.042440	MRAK080238	1.594013	0.000840
uc.158-	1.723747	0.010144	BC061963	1.592978	0.002208
MRuc007jeg	1.722591	0.006501	MRAK013677	1.592863	0.000261
XR_008662	1.716865	0.020951	XR_009137	1.575140	0.014863
XR_008674	1.695926	0.047672	BC086373	1.561696	0.008523
S66184	1.680145	0.026505	MRAK083715	1.557152	0.004611
M81783	1.670161	0.011349	MRAK038897	1.555085	0.007252
MRAK083472	1.662885	0.008172	MRAK041309	1.554516	0.000067
XR_009489	1.660491	0.002298	MRAK147844	1.551990	0.000730
XR_008266	1.654757	0.012200	MRAK051810	1.549681	0.022164
uc.310-	1.653784	0.013204	uc.185+	1.545991	0.024361
uc.463-	1.651362	0.021613	BC079474	1.544677	0.000147

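Among the 13375 mRNAs tested, which belong to 13023 genes, 209 genes were higher and 130 lower in the MT group by the same criteria, 339 in all. The adjusted threshold was passed by 31 genes, 13 of them higher and 18 lower. In limma, leaving out 1 rat changed that number to 0 (MT rat 1 or NS rat 9), 2 (MT rat 4 or NS rat 8), 5 (MT rat 5), 13 (NS rat 7), 18 (MT rat 3), 49 (NS rat 10) or 59 (MT rat 2). With the slide as a block, 218 genes met the criteria, 108 of which were among the 339, and 0 passed the adjusted threshold while 520 had an unadjusted P below 0.05. The genes with the largest folds among those past the adjusted threshold, with complete separation of the groups, were Slpi (log2 fold change 1.67), Gja5 (1.53) and Ccr1 (1.37) in the upward direction. Cxcl13 (-1.13), Mpzl2 (-0.91) and Cdca7 (-0.88) fell the most under the same rule.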

Regarding the DEmRNAs, there were 278 genes (176 up-regulated and 102 down-regulated) whose changes met the criteria. These DEmRNAs contained many genes that are known to be involved in pain processing, including Ccl7, Batf, S100a8, Kcnv2, Rgs1, Prrx2, Mmp9, etc. 

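Of these mRNAs, Batf, on chromosome 6 of GRCr8 from 111084717 to 111107052, had a normalized log2 intensity of 9.11 ± 0.59 (SD, n = 5) in the MT group and 7.65 ± 0.32 (SD, n = 5) in the NS group. Its log2 fold change was 1.46 (standard error 0.27, limma adjusted p = 0.0687). S100a8 rose by 1.44 (standard error 0.35, adjusted p = 0.121), and for both genes every MT rat lay above every NS rat. The groups overlapped for the 5 other genes. Ccl7, on chromosome 10 from 67514095 to 67515945, changed by 1.75 (standard error 0.51, adjusted p = 0.162), with 3 of 5 MT rats above every NS rat. Mmp9 changed by 1.50 (standard error 0.52, adjusted p = 0.209), with 4 of 5 MT rats above every NS rat. Kcnv2 changed by -1.66 (standard error 0.41, adjusted p = 0.121) and was well above background on 3 of 5 MT arrays. With the slide as a block, which rests on 1 MT array, Kcnv2 changed by -0.75 and Ccl7 by 2.13. Rgs1 changed by -1.33 (standard error 0.29, adjusted p = 0.0988) and Prrx2 by -1.09 (standard error 0.32, adjusted p = 0.162). The 13 mRNAs that the results name here or chose for RT-qPCR all passed an adjusted p of 0.05 when adjusted over the list alone, and 0 passed it when adjusted over all RNAs. The study chose this list on these arrays, so the first count is not independent evidence.

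**Figure D3:**
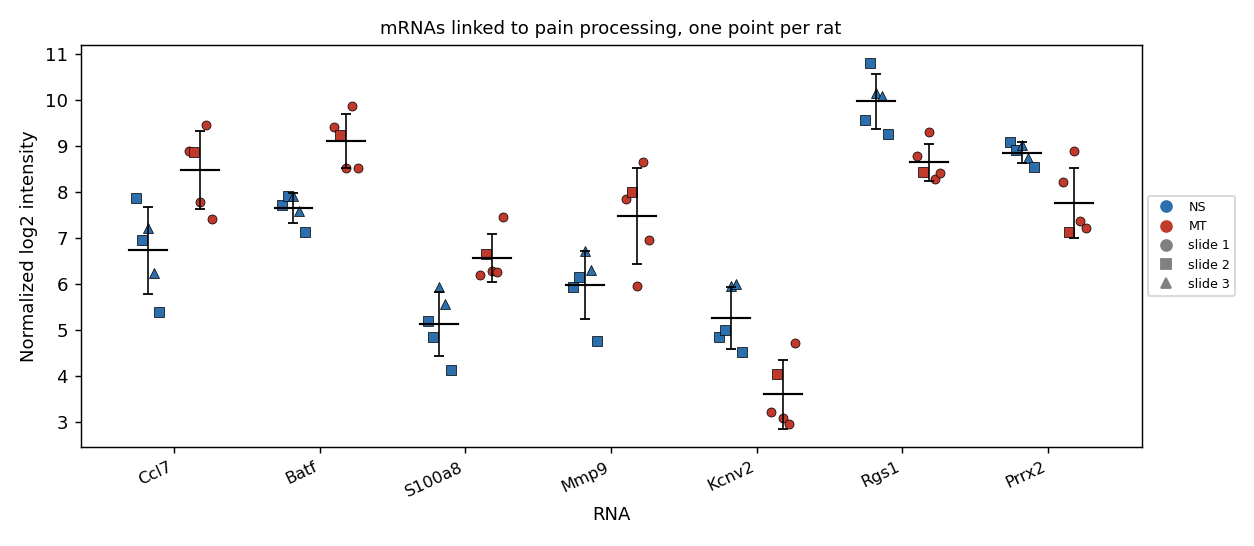
Normalized log2 intensity of 7 mRNAs, with 1 point per rat, colour for the group and marker shape for the slide. Horizontal lines and bars give the mean and SD of each group; for Batf and S100a8 every MT rat lies above every NS rat.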

Detailed information about the top 30 up-regulated and top 30 down-regulated mRNAs is listed in Table 3.

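All 60 mRNAs of Table 3 passed the filter, changed in the direction listed and met the study's criteria, and 7 had an adjusted p below 0.05. The median linear fold was 2.67 for the 30 listed as up-regulated and 2.11 for the 30 listed as down-regulated. The largest fold belonged to RT1-Bb, a class II histocompatibility gene on chromosome 20 of GRCr8 from 4598475 to 4604118, with a log2 fold change of 5.13 (standard error 1.85, adjusted p = 0.228). NS rats 6 and 8 had log2 intensities of 1.24 and 1.80 for this gene, and the other NS rats lay between 9.11 and 9.98, next to MT rat 5 at 9.87. It was well above background on 3 of 5 NS arrays, so the size of its fold is uncertain, and leaving out 1 rat moved the log2 fold change from 3.83 (without NS rat 6) to 6.02 (without NS rat 7 or 10). In the fit with the slide as a block, 37 of the 60 mRNAs met the criteria.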

**Table 3:** The detailed information of top 30 up-regulated and 30 down-regulated mRNAs

Gene symbol	Description	Fold change(MT/NS)	*P*-value
Up-regulated genes			
RT1-Bb	RT1 class II, locus Bb	26.0600137	0.03123893
RatNP-3b	defensin RatNP-3 precursor	4.6945682	0.00237615
Lilrb3	leukocyte immunoglobulin-like receptor, subfamily B (with TM and ITIM domains), member 3	4.3359795	0.00815228
Defa7	alpha-defensin 7	4.2552547	0.00156229
Clecsf9	macrophage-inducible C-type lectin	3.4622832	0.01864872
Ccl7	chemokine (C-C motif) ligand 7	3.3728046	0.01483951
Sele	selectin, endothelial cell	3.3632425	0.03028204
Slpi	secretory leukocyte peptidase inhibitor	3.2118152	0.00024306
Lilrc2	leukocyte immunoglobulin-like receptor	3.1471364	0.01375120
V1rj4	vomeronasal 1 receptor, J4	2.9047312	0.03220865
Gja5	gap junction membrane channel protein alpha 5	2.8707048	0.02230140
Mmp9	matrix metallopeptidase 9	2.832538	0.02991875
Batf	basic leucine zipper transcription factor	2.7432184	0.00125327
S100a8	S100 calcium binding protein A8 (calgranulin A)	2.7009035	0.00561932
Birc3	baculoviral IAP repeat-containing 3	2.6968995	0.01058921
Bcl3	B-cell CLL/lymphoma 3	2.6847827	0.00419171
Ccr1	chemokine (C-C motif) receptor 1	2.5775393	0.00007731
Olr463	olfactory receptor 463 (predicted)	2.5772986	0.01425058
Np4	defensin NP-4 precursor	2.4883044	0.00271115
Grm2	glutamate receptor, metabotropic 2	2.4429944	0.00113554
Slpil2	antileukoproteinase-like 2	2.4380328	0.00066484
Cnn1	calponin 1	2.4269788	0.02918954
Olr139	olfactory receptor Olr139	2.4268332	0.01332394
Obp3	alpha-2u globulin PGCL4	2.3723118	0.03995990
Crisp4	cysteine-rich secretory protein 4	2.3633549	0.00810051
Olr1454_predicted	olfactory receptor 1454 (predicted)	2.3350625	0.00247670
Napsa	napsin A aspartic peptidase	2.2770041	0.00035275
Olr1374_predicted	olfactory receptor 1374 (predicted)	2.2313479	0.00040213
LOC497796	Ly49 inhibitory receptor-like	2.2302475	0.00022859
Slpil3	antileukoproteinase-like 3	2.2153032	0.00045886
Down-regulated genes			
Fam111a	hypothetical protein LOC499322	5.1287218	0.02433528
Kcnv2	“potassium channel, subfamily V, member 2”	2.8837136	0.00586212
Fkbp6	FK506 binding protein 6	2.8648794	0.00576975
Nlrp10	“NLR family, pyrin domain containing 10”	2.6101210	0.00386452
Rgs1	regulator of G-protein signaling 1	2.4933037	0.00327101
Ly49i8	Ly49 inhibitory receptor 8	2.3732515	0.01051908
Tmem119	transmembrane protein 119	2.3374630	0.00064129
Cldn14	“*Rattus norvegicus* claudin 14”	2.3184480	0.00751794
Dyrk1a	dual-specificity tyrosine-(Y)-phosphorylation regulated kinase 1A	2.2472669	0.00077705
Ckmt2	sarcomeric mitochondrial creatine kinase	2.2142101	0.00051314
Asb2	ankyrin repeat and SOCS box-containing protein 2	2.1709796	0.00039719
Art2b	ADP-ribosyltransferase 2b	2.1680042	0.00124959
LOC498335	similar to Small inducible cytokine B13 precursor (CXCL13)	2.1501415	0.00012158
Prrx2	paired related homeobox 2	2.1294428	0.01452534
LOC364773	aldo-keto reductase family 1, member C12	2.1023343	0.00302323
Cdkn2b	cyclin-dependent kinase inhibitor 2B (p15, inhibits CDK4)	2.0882944	0.00336651
Cd22	CD22 molecule	2.0855279	0.01215534
Nhlrc2	NHL repeat containing 2	2.0426710	0.00054605
Fcrls	Fc receptor-like S, scavenger receptor	2.0407116	0.00627688
Clca3	chloride channel calcium activated 3	2.0188429	0.01580260
Dntt	deoxynucleotidyltransferase, terminal	2.0019106	0.00547055
Grap2	GRB2-related adaptor protein 2	1.9900082	0.00968363
Thrsp	thyroid hormone responsive protein	1.9814822	0.02740488
Plek2	pleckstrin 2	1.9662998	0.00879852
Alox12	arachidonate 12-lipoxygenase	1.9121487	0.00631083
Tnfsf4	tumor necrosis factor (ligand) superfamily, member 4	1.8804698	0.00229007
Mpzl2	myelin protein zero-like 2	1.8783013	0.00003750
Prkag3	protein kinase, AMP-activated, gamma 3	1.8643095	0.00970172
Nr0b2	nuclear receptor subfamily 0, group B, member 2	1.8348501	0.00251892
Traf3ip3	TRAF3 interacting protein 3	1.8326037	0.02787730

### Validation of the lncRNA and mRNA expressions

To validate the reliability of the microarray results, 18 DElncRNAs and 12 DEmRNAs were selected and validated by RT-qPCR. The data shown that 11 of 18 selected DElncRNAs (XR_005988, DQ266361, MRAK159688, XR_008662, XR_009527, S66184, MRAK150340, MRAK161211, MRAK038897, AF196267 and MRAK141001) and 7 of 12 selected DEmRNAs (Batf, Ccl7, RatNP-3b, Mmp9, Kcnv2, Tmem119 and Asb2) exhibited the same trends in altered expressions and the same significant differences in the microarray and RT-qPCR analyses. On the other hand, the other altered mRNAs and lncRNAs exhibited the trends in changes, but the differences between the two groups were not significant, possibly due to the small sample size (Fig. 2a, b).

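On the arrays, the 18 lncRNAs chosen for RT-qPCR comprised 10 with higher and 8 with lower values in the MT group. The log2 fold changes ranged from 0.52 to 3.63 for the higher ones and from -1.14 to -0.63 for the lower ones. The groups did not overlap for 10 of the 18, and 17 met the study's criteria. Adjusted over all RNAs tested, 3 of the 18 lncRNAs had an adjusted p below 0.05 in limma (MRAK150340, MRAK077287 and MRAK014088), and all 18 did when adjusted over the list alone, which is not independent evidence for a list chosen on these arrays. MRAK077287 changed by -0.86 (standard error 0.10, adjusted p = 0.0215). Of the 3, the paper counts only MRAK150340 as significant by RT-qPCR. It reports a trend without significance for the lncRNAs outside its list, which include MRAK077287 and MRAK014088. Under the slide block, which rests on slide 2 alone, 9 of these 17 no longer met the criteria. Among those 9 were AF196267, XR_009527, XR_008662, S66184, MRAK141001 and MRAK038897. The paper lists each of them as significant in the same direction by RT-qPCR, which involves no array slide. The RT-qPCR values were not available here, so that result was not checked. Of the 12 mRNAs, 5 were lower, with log2 fold changes from -2.36 to -1.09, and 7 were higher, from 1.44 to 5.13 for those other than Grm2. All 12 met the study's criteria, 7 did so under the slide block, 0 had an adjusted p below 0.05 over all RNAs tested, and the groups did not overlap for 6. Grm2 was well above background on 0 of 5 NS arrays, so only a lower bound can be given for its difference, at least 1.79-fold higher in the MT group with the slides left out of the fit, and under the slide block its log2 fold change was 0.48, which did not meet the criteria. Fam111a had an NS mean of 10.38 and an MT mean of 8.02, and NS rat 10, at 7.16, lay below every MT rat.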

**Fig. 2:**
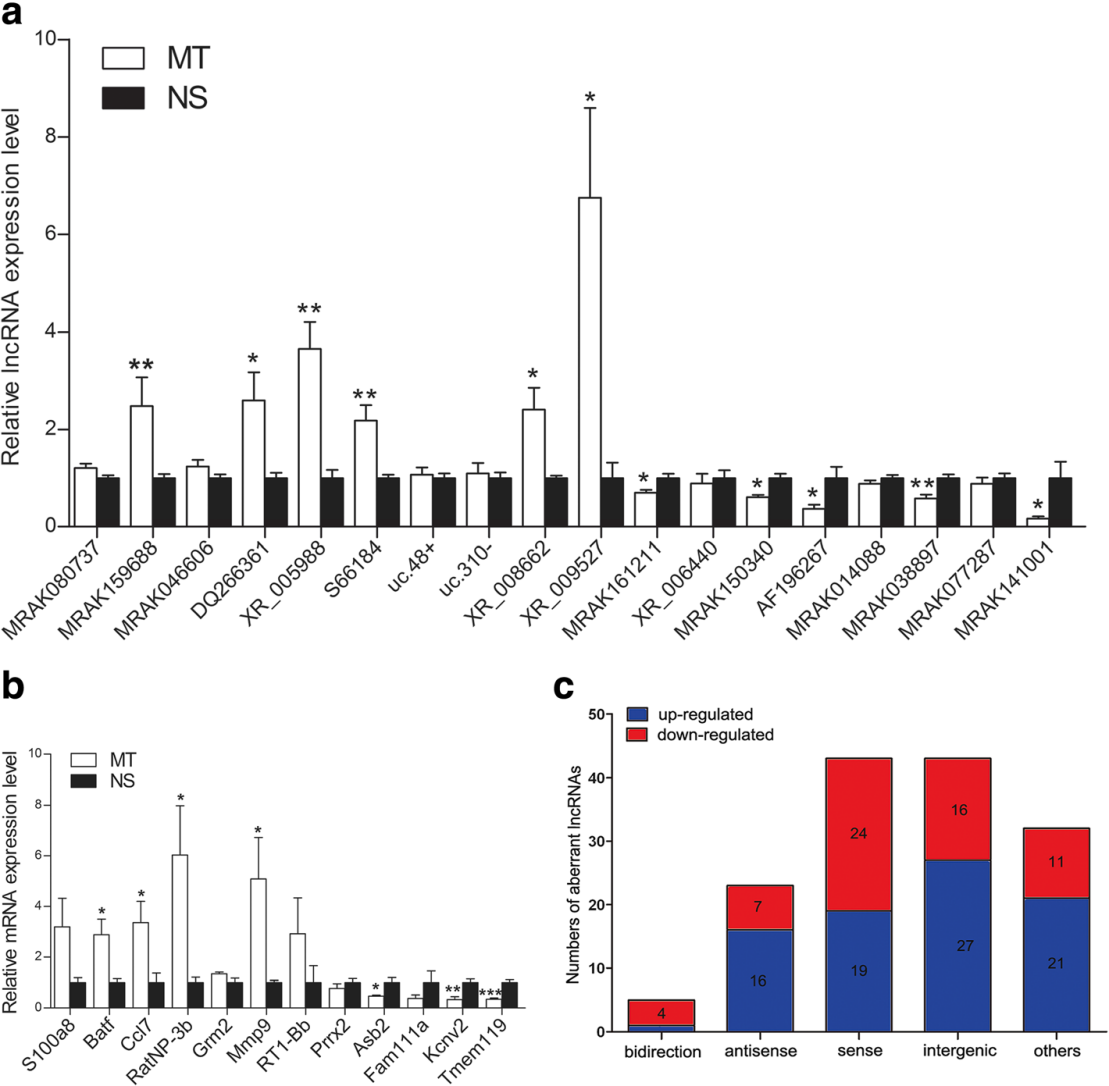
RT-qPCR validation of eighteen deregulated lncRNAs (**a**) and twelve deregulated mRNAs (**b**) in the lumbar enlargements of both groups. Student’s *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001. Distribution of the various types of DElncRNAs. **c** Five classes (bidirectional lncRNAs, antisense lncRNAs, sense lncRNAs, intergenic lncRNAs and the other lncRNAs) were analyzed

### Class distributions of the DElncRNAs

The examined lncRNAs were categorized into five groups according to their associations with coding genes: intergenic lncRNAs, antisense overlap lncRNAs, sense overlap lncRNAs, bidirectional lncRNAs, and other. One of the mechanisms by which lncRNAs act is through the interplay with adjacent coding genes [20, 29]; therefore, it was important to classify the locations of the lncRNAs. Our data revealed that, among these DElncRNAs, intergenic lncRNAs and sense overlap lncRNAs accounted for the majority, and only five lncRNAs belonged to the bidirectional category. The concrete data are presented in Fig. 2c.

### Functional predictions for the DEmRNAs in the morphine-tolerant rats

To explore the molecular functions of the DEmRNAs in morphine tolerance conditions, we further performed GO and pathway analyses genes that differentially regulated in the MT and NS groups. 

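The enriched pathways could not be recomputed, because their gene lists are not part of the deposited data. A list of 30 genes that respond to TNF or NF-κB, drawn up before the data were examined, had 25 members among the RNAs tested, 4 of which are also listed in Table 3. Of these members, 22 were higher in the MT group, with a median log2 fold change of 0.56 (limma camera with an inter-gene correlation of 0.01, adjusted p = 1.13e-05 over 20 lists). The call did not hold under fry (adjusted p = 0.213) or with an estimated inter-gene correlation of 0.48 (adjusted p = 0.540). The mean of the list was 0.43 to 0.93 in the MT rats and -1.22 to 0.62 in the NS rats, and NS rat 10 had the lowest value. The members with the largest changes were Sele (1.74), Mmp9 (1.50), Birc3 (1.43) and Bcl3 (1.41).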

The pathway analyses indicated that the most significantly enriched pathways of the up-regulated genes included the TNF metabolic pathway and phagocytic processes, and the down-regulated genes were involved in synaptic vesicle activity, the arachidonic acid metabolic pathway, etc. (Fig. 3a, b). The GO results revealed that the most significantly enriched molecular functions of the up-regulated genes in the MT group were peptidase activity, G-protein-coupled receptor activity, and biological processes concentrated on the cytokine response, defense and the immune response. The cell components primarily belonged to extracellular domains and intercellular domains. The most significantly enriched molecular functions of the down-regulated genes in the MT group were voltage-gated channel activity, ion transmembrane activity, and biological processes concentrated on potassium ion transport. 

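The terms themselves were not available for recomputation. A list of voltage-gated potassium channel genes, taken by their symbols, had 33 members among the RNAs tested. Of these, 23 were higher in the MT group, and the median log2 fold change was 0.05 (limma camera, adjusted p = 0.128). Kcnv2, the member listed in Table 3, fell by 1.66 on the log2 scale. Kcnq1 fell by 0.89 (standard error 0.28, limma adjusted p = 0.185), with a mean log2 intensity of 3.41 in the MT group. The largest rise was that of Kcnh7, by 1.38 (standard error 0.67, limma adjusted p = 0.335). A median over the family does not test the paper's term, which concerns the down-regulated genes alone.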

The cell components were associated with the sarcolemma, cytoplasmic membrane, and ion channel complexes (Fig. 3c-h).

**Fig. 3:**
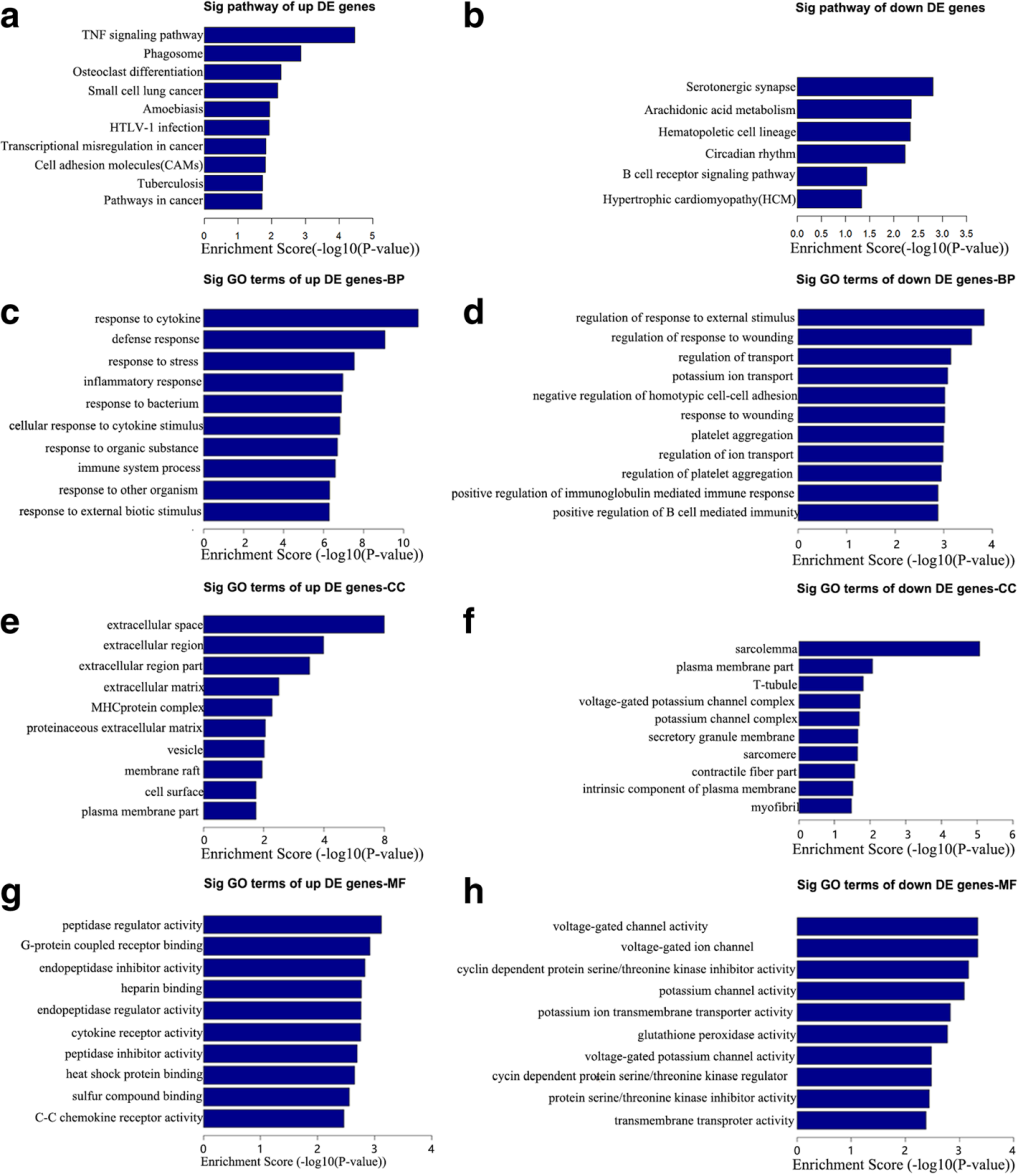
Pathway analyses of the 176 up-regulated and 102 down-regulated mRNAs with fold changes > 1.5. **a** The significant pathways of the up-regulated genes in the MT group. **b** The significant pathways of the down-regulated genes in the MT group. The biological functions of the differentially expressed mRNAs with fold changes > 1.5 are listed. The significant biological processes (**c**) cellular components (**e**) and molecular functions (**g**) of the up-regulated mRNAs. The significant biological processes (**d**), cellular components (**f**) and molecular functions (**h**) of the down-regulated mRNAs

### Functional predictions of the DElncRNAs lncRNA/miRNA/mRNA interactions

We performed coding-noncoding gene co-expression (CNC) analysis, but we found no DEmRNA-associated DElncRNAs, which meant that we were unable to make forecasts about the functions of the DElncRNAs according to the related DEmRNAs. However, ceRNA analysis allowed us to predict the possible functions of the DElncRNAs regardless of their adjacent coding genes. According to the ceRNA analysis, we obtained an overview of the potential lncRNA**/**miRNA/mRNA interactions (Fig. 4a), and we then further identified several promising networks of lncRNA/miRNA/mRNA interactions (Fig. 4b), which included (MRAK161211, MRAK150340)/miR-219b/Tollip and XR_006440/(miR-365, let7)/(Usp31, Usp42, Clcn4–2) networks, and we used these networks to create functional annotations of the predicted target mRNAs by searching the Gene database. 

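On the arrays, the lncRNAs of these networks were lower in the MT group, MRAK161211 by a log2 fold change of -0.82 (standard error 0.25, limma adjusted p = 0.167) and XR_006440 by -0.97 (standard error 0.22, adjusted p = 0.104). Before any alternative setting was applied, none of the 6 mRNAs named as targets met the study's criteria. Tollip, on chromosome 1 of GRCr8 from 206391120 to 206413809, changed by -0.17 (standard error 0.09, adjusted p = 0.401), and Ubqln4 by 0.16 (standard error 0.08, adjusted p = 0.379). Usp31 changed by 0.10 (standard error 0.44, adjusted p = 0.922), and by -0.85 with the slide as a block. Usp42 changed by 0.43 (standard error 0.25, adjusted p = 0.414), and by -0.05 with the slide as a block. Clcn4-2, listed as Clcn4 in the current annotation, changed by -0.22 (standard error 0.09, adjusted p = 0.294). Usp13 changed by 0.73 (standard error 0.78, adjusted p = 0.659), with NS rats 8 and 9 of slide 3 at 8.59 and 9.54 and the 8 other rats between 11.42 and 12.64. Without those 2 rats the log2 fold change of Usp13 was -0.61, which met the study's criteria, and with the slide as a block it was 0.215. Within slide 2, MT rat 2 (12.64) lay above NS rats 6, 7 and 10 (12.36 to 12.52). The MT rats of slide 1 lay between 11.42 and 11.67, so the -0.61 cannot be separated from a difference between slides 1 and 2. The miRNAs of the networks were not measured on these arrays.

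**Figure D4:**
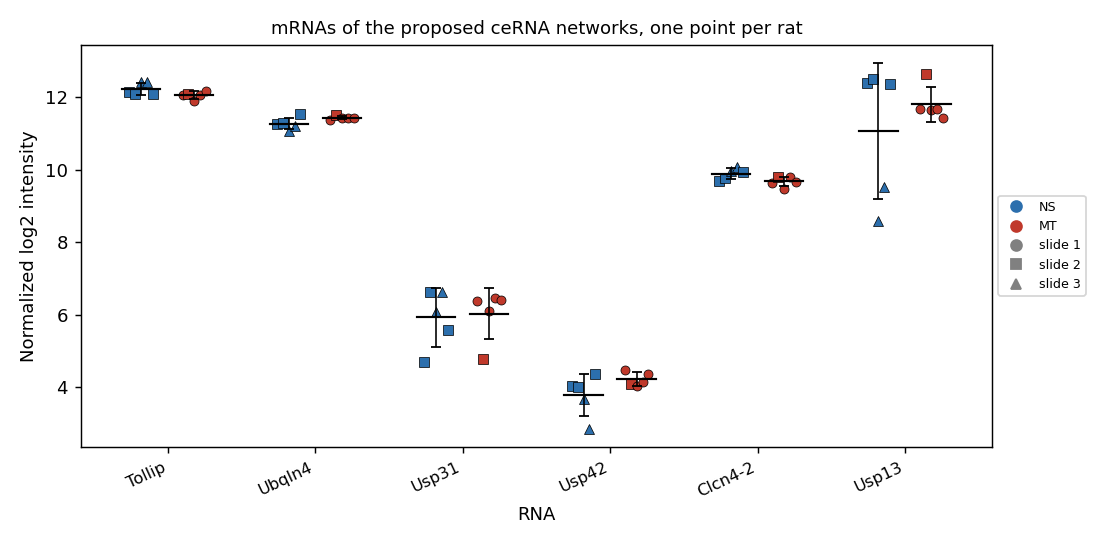
Normalized log2 intensity of the 6 mRNAs named as targets, with 1 point per rat, colour for the group and marker shape for the slide. Horizontal lines and bars give the mean and SD of each group; for Usp13 the 2 rats of slide 3 lie at 8.59 and 9.54.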

The results indicated that the predicted target mRNAs mainly functioned in the process of ubiquitinylation, the GRCP and TLR signaling pathways, and the modulations of transcription, translation and post-translational modification, and these functions might constitute the foundation of morphine tolerance.

**Fig. 4:**
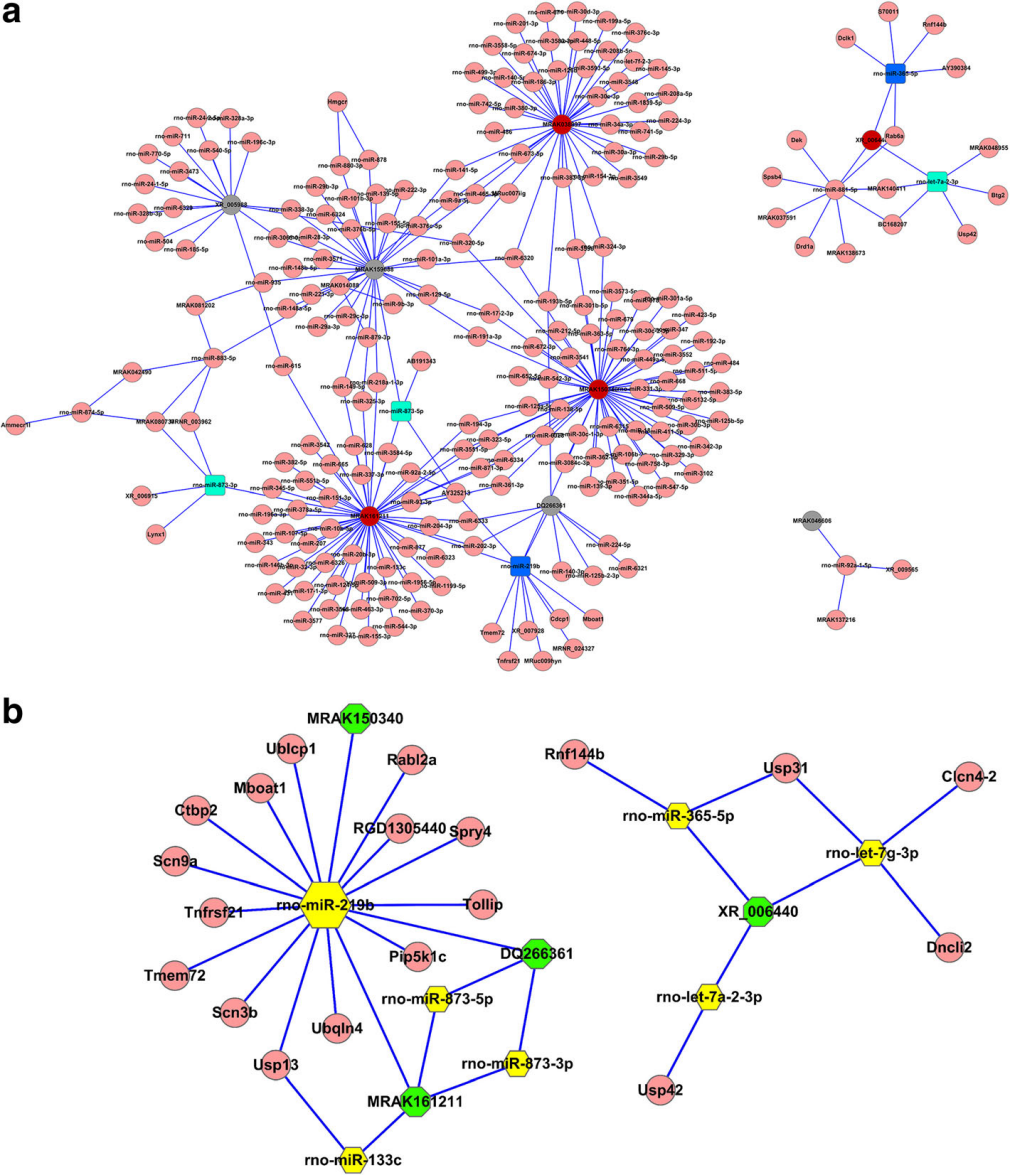
ceRNA analyses indicated the potential lncRNA/miRNA/mRNA interactions. **a** The potential binding target miRNAs of the verified lncRNAs. The red nodes mean down-regulated lncRNAs, the gray nodes mean up-regulated lncRNAs, the blue squares mean down-regulated miRNAs we are interested in, the green squares mean up-regulated miRNA we are interested in, and the pink nodes mean the other miRNAs and mRNAs. **b** The lncRNA/miRNA/mRNA networks that we are interested in are displayed. The green nodes represent lncRNAs, the yellow pentagons represent miRNAs and the pink nodes represent mRNAs we forecasted

## Discussion

In the present study, we detected 136 DElncRNAs and 278 DEmRNAs overall and we found that compared with normal rats, DElncRNAs and DEmRNAs were present in the spinal cords of morphine-tolerant rats; GO and KEGG pathway analyses revealed that the potential functions of the DEmRNAs may be concentrated on the processes that are thought be involved in the formation of morphine tolerance; and the ceRNA analysis identified several potential lncRNA/miRNA/mRNA interaction networks that might modulate the development of morphine tolerance.

To identify as many DElncRNAs and DEmRNAs candidates as possible, we set the criteria at a log2 (fold change) > 1.5 and a *P*-value < 0.05 [30]. Next, we considered several criteria to select lncRNAs and mRNAs from our microarray data for validation. Firstly, we attempted to select the relevant candidates that might be related to our previous studies of morphine tolerance and miRNAs [11, 12]. Secondly, for validation, we chose the lncRNA candidates that exhibited higher fold changes and greater raw expression intensities and had adjacent mRNA that was related to morphine tolerance.

Among the DElncRNAs that we detected, XR_005988 exhibited the most significant up-regulation and was classified as a long intergenic non-coding RNA (lincRNA). Although we obtained no information about XR_005988 or its associated genes through searches of all types of gene databases, it is well known that lncRNAs account for the main portion of lncRNAs and exhibit the most substantial biological functions [31], which indicates that XR_005988 is still a promising lncRNA molecule for further study. Additionally, XR_005988 might bind to some miRNAs according to the ceRNA analysis, which indicates its potential action as a ceRNA. Of course, additional in vivo and in vitro functional research is needed.

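MRAK159688 had a normalized log2 intensity of 10.25 ± 0.59 (SD, n = 5) in the MT group and 9.26 ± 0.30 (SD, n = 5) in the NS group, a log2 fold change of 0.99 (standard error 0.27, limma adjusted p = 0.146). It was higher than in every NS rat in 4 of 5 MT rats, and MT rat 3, at 9.30, lay within the range of the NS rats.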

MRAK-159688, which was another up-regulated lncRNA identified in our study, is associated with the Fos gene and was named the Fos downstream transcript (FosDT) in a report from Mehta et al. [32] Mehta et al. reported that, in an ischemia/reperfusion model, FosDT interacts with the chromatin-modifying proteins Sin3a and co-repressor of the transcription factor REST (coREST) and subsequently represses REST-downstream genes. Moreover, other researchers have indicated that MOR is one of the downstream targets of REST and is negatively modulated by REST in specific neuronal cells [33, 34]. Therefore, the dysregulated MRAK-159688 might be involved in the development of morphine tolerance through interactions with REST.

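Fos, on chromosome 6 of GRCr8 from 110852188 to 110855054, changed by a log2 fold change of 0.75 (standard error 0.26, limma adjusted p = 0.211), with 4 of 5 MT rats above every NS rat. Rest changed by -0.69 (standard error 0.35, adjusted p = 0.355), which did not meet the study's criteria. One transcript of Oprm1, which encodes MOR, changed by -0.08 (standard error 0.15, adjusted p = 0.817), a difference smaller than the SD within either group (0.28 and 0.22). The other transcript changed by -0.37 (standard error 0.37, adjusted p = 0.636), and by 0.50 with the slide as a block. It is dim, being well above background on 4 of 5 MT and 2 of 5 NS arrays. NS rats 8 and 9 of slide 3 lay at 4.95 and 4.82. The other NS rats (3.24 to 3.48) lay within the range of the MT rats (3.09 to 3.86). Without slide 3 the change of this transcript was 0.25, so the sign of the -0.37 rests on slide 3. Over the list alone, 0 of the 7 RNAs of Fos, Rest, Oprm1, Camk2g, Arrb2 and Gapdh passed an adjusted p of 0.05. Probes named for Sin3a and Rcor1, the gene of coREST, were not found on the array.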

Since the ceRNA hypothesis was proposed, it has been verified in some tumor diseases. For example, the FER1L4/miRNA106a-5p/PTEN pathway constitutes a novel regulatory pathway that is involved in the occurrence and progression of gastric cancer [35]. Currently, ceRNA analysis is a novel method for predicting the functions of lncRNAs. In our study, we found that several possible interacting pathways among ceRNAs exist, including the following: MRAK161211, MRAK150340/miR-219b/mRNAs (e.g., Tollip, and Ubqln4); XR_006440/miR-365, let7/mRNAs (e.g., Usp31, Usp42, Clcn4–2); and MRAK161211/miR-133/Usp13.

In our previous study, We have confirmed that miR-219-5p can attenuate morphine tolerance by targeting CaMKIIγ [12]. Furthermore, other researchers have also reported that miR-219 is down-regulated following the continuous application of morphine and can regulate NMDA receptor signaling [36]. Whereas in the present study, we predicted that miR-219b, rather than miR-219-5p, would exert this function. Recent research about miR-219 has mainly concentrated on the functions of miR-219-5p, and the other isoform, i.e., miR-219b, has not been studied in detail. However, on the one hand, we identified miR-219-5p and miR-219b, which have both previously been reported to function in the suppression of the proliferation, migration and invasion of cells [37, 38]. On the other hand, when we forecasted the downstream targets of miR-219b, we found that their functions were mainly related to the ubiquitination process, G-protein-coupled receptors, alterations in ion channels, and Toll-like receptor signaling pathway regulation, and these function are all involved in the mechanisms of morphine tolerance. Therefore, given its possible target mRNAs, miR-219b is likely to be a new target related to morphine tolerance.

Toll-interacting protein (Tollip) is a potential downstream target of miR-219b and can modulate the expression of the Toll-like receptor (TLR) via its action as an endogenous inhibitor and regulate the IL-1β-induced activation of NF-κB; thus, miR-219b plays an inhibitory role in inflammatory signaling [39, 40]. Previous studies have demonstrated that the TLR-mediated activation of glial cells and TLR4-mediated NF-κB activation might influence the development of morphine tolerance [41, 42]. Therefore, further study is required and we presumed that the MRAK150340, MRAK161211 (i.e., down-regulated lncRNAs)/miRNA-219b/Tollip interaction network potentially functions in morphine tolerance.

On the one hand, previous studies have suggested that let-7 can suppress the expression of MOR [43], and our previous results suggest miR-365 can modulate morphine tolerance by targeting the beta-arrestin 2 protein [11]. On the other hand, Law et al [44] reported that opioid receptor agonists (such as morphine) promote the ubiquitylation of scaffold proteins and thereby change the expression pattern of the receptor signaling pathway. In the present study, the potential downstream genes that we predicted, i.e., Usp31 and Usp42, are both ubiquitylation-related genes. Therefore, the XR_006440/(let7, miR-365)/(Usp31, Usp42) pathway is likely to be responsible for the formation of morphine tolerance. Moreover, there are other interested candidates other than the validated lncRNAs and mRNAs, and further studies will be needed.

In summary, although our study is preliminary and lacks additional functional experiments, our research has revealed that hundreds of lncRNAs, especially XR_005988 and MRAK159688, are differentially expressed in the spinal cords of morphine-tolerant rats. Further ceRNA analysis revealed that several possible lncRNA/miRNA/mRNA interaction networks exist, and among these networks, the (MRAK150340, MRAK161211)/miR-219b/Tollip network holds the most potential for further studies.

## Abbreviations

ceRNA: competitive endogenous
DElncRNA: Differentially expressed lncRNA
DEmRNA: Differentially expressed mRNA
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
lncRNA: Long noncoding RNA
MOR: μ-opioid receptor
MT: Morphine tolerance
NCBI: National Center for Biotechnology Information
ncRNA: Noncoding RNA
NS: Normal saline
Tollip: Toll-interacting protein

How the deposited data were processed for this re-analysis (not part of the article)

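The samples were total RNA of the lumbar enlargement from 5 MT and 5 NS rats, 1 one-colour rat lncRNA array per rat. The authors scanned the arrays, extracted the spots with Feature Extraction and deposited for each array the background-subtracted intensity of every spot on a linear scale, with flags for outlier spots and for spots well above background. The authors also deposited 1 table of quantile-normalized log2 intensities for the 10 arrays, with values from 2.32 to 17.25. Of its entries, 24484 matched a probe of the scanner output and 45 were controls.

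From the scanner output, intensities below 1 were set to 1 (the lowest was 1.71, so no value was altered), and log2 intensities were quantile normalized with limma 3.58.1 in R 4.3.3 (data.table 1.17.8). Outlier spots were left out, the spots of a probe were averaged, and the probes of an RNA were averaged. A probe was kept if more than 50% of its spots were well above background on at least 5 arrays, since the paper's text names no filter. For 161 values of a probe on an array, every spot was marked as an outlier and no value was used, and 65 of the RNAs kept have a missing value on at least 1 array. RNAs with a RefSeq mRNA accession were called mRNAs, those with a probe named after their own lncRNA accession were called lncRNAs, and 42 probes were left unclear. Gene symbols and positions came from the RefSeq annotation of GRCr8, which covers 14274 of the mRNA probes, and 6 further genes were named by matching the fold and P of Table 3 to the deposited table. The arrays used an older genome build, so positions are those of the gene, not of the probe.

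MT was compared with NS by limma, with linear models and empirical Bayes moderation, over 20286 RNAs. The study's criteria were read as a linear fold above 1.5, the scale of Tables 2 and 3, with an unadjusted P below 0.05. Adjusted p values are Benjamini-Hochberg values over all RNAs tested. Single values were tested by exact two-sided permutation over 252 assignments of 5 and 5 rats, and array correlations by exact permutation over all splits into 5 and 5. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, and with fry and an estimated correlation as alternatives. The cell marker lists leave out the genes of Table 3. The lists were neutrophil, erythrocyte, B and T cell, homeostatic and general microglia, skeletal muscle, oligodendrocyte, astrocyte, neuron, motor neuron, dorsal root ganglion, meningeal fibroblast, endothelial and endothelial activation markers, and immediate early, TNF or NF-κB, glucocorticoid, circadian, voltage-gated potassium channel and RT1 genes. The RNAs named were those the paper names in its text, the 3 of each class and direction with the largest fold among those past the adjusted threshold with complete separation of the groups (or past the study's criteria where fewer than 3 were), and up to 4 members of each gene list past the threshold. Other RNAs named with a value fall outside this rule, and MRAK051578, MRAK165072, AF196206 and BC126091 among them were chosen after their values were seen. The mapping of samples, these tests, the lists and most alternatives were set before the data were examined.

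The alternatives were scaling by the 75th percentile, normexp background correction, the deposited table, no filter and a filter on all 10 arrays, the Student test of the methods, a variance trend, array weights, the slide as a fixed or random block, each probe on its own, the literal reading of the log2 criterion, other clusterings and set tests, and leaving out each rat in turn. Arrays that share a scan time in the scanner output were taken as 1 slide. The fixed block takes its group difference from the 1 MT and 3 NS arrays of slide 2, which was checked on 20221 RNAs with a value on every array. An RNA with no value for MT rat 2, such as MRAK046606, has no such difference, and its blocked value sets slides against each other. The steps were tested on simulated arrays with the same group sizes but no differences between slides, in which 200 RNAs were changed by a log2 fold change of 1. Of these, 143 passed an adjusted p of 0.05 with 6 unchanged RNAs beside them, and 184 met the study's criteria with 274 unchanged RNAs beside them. As slide and group coincide in part on the real arrays, these counts show that the steps run and do not give error rates for the real comparison. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

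Signal over background limits the values: between 58.6% and 83.9% of the spots of an array were well above background, and small intensities carry more noise. The tail flick tests, the RT-qPCR values, the lncRNA classes, the GO and KEGG terms and the predicted miRNA targets have no deposited file and were left out. No sample was excluded.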

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

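The comparison without slide 3 was chosen only after results were seen, as were the slide block for gene lists, the rule that a list must also pass fry or the estimated correlation and the more cautious readings of the tests of inherited variants and blood. Of 154 groups of 5 or 4 rats tested for 1 value far from the others, 10 had such a value, and chance gives about 1 in 20. Values of this kind are therefore given without a cause, apart from the inherited variants tested next.

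For XR_005988, MT rat 3 had a log2 intensity of 4.57, while the other MT rats lay between 8.42 and 9.45 and the NS rats between 4.14 and 4.70. For RT1-Bb, 3 NS rats lay near the MT rats and 2 far below. One candidate explanation is inherited variants that differ between outbred rats, which predicts separate low and high states that both groups share. Together, 4 rats lay in the state of the other group for these 2 RNAs, 1 MT rat for XR_005988 and 3 NS rats for RT1-Bb. These RNAs were chosen for that pattern, 0 NS rats were in the high state of XR_005988 and 0 MT rats in the low state of RT1-Bb, so neither RNA has both states in both groups. With no genotypes, inherited variants cannot be told apart from an effect of morphine that differs between rats for XR_005988. For RT1-Bb the split lies among the NS rats, at 1.24 and 1.80 against 9.11 to 9.98, and these rats received no morphine. An effect of morphine therefore cannot be the source of that split, and its cause was not tested further. A swap of MT rat 3 with an NS rat would need an NS rat in the high state for XR_005988, and there was none.

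AF196267 had a log2 intensity of 6.26 in NS rat 10, against 7.64 to 8.07 in the other NS rats, and uc.48+ had 3.47 in the same rat, against 4.49 to 4.75. MT rat 2 had 4.77 for uc.48+ (other MT rats 5.42 to 5.51), 4.79 for Usp31 (6.12 to 6.46) and 12.64 for Usp13 (11.42 to 11.67). MT rat 2 is the single MT array on slide 2, so these 3 values cannot be separated from a difference between slides 1 and 2. XR_009527 reached 12.42 in MT rat 5, against 12.17 to 12.24 in the others, and MRAK014088 reached 9.92 in NS rat 7, against 9.30 to 9.46. The median signal of MT rat 5 was 74.4, against 87.2 to 89.6 in the other MT rats, and its share of spots well above background (81.6%) was within their range. The mean of the glucocorticoid list was -0.35 in NS rat 6, against 0.04 to 0.18 in the other NS rats.

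The neutrophil list, which the paper does not report on, was higher in the MT group, with a median log2 fold change of 0.50 over 8 genes. Its adjusted p was 0.00962 by camera, 0.0260 by fry and 0.206 by camera with an estimated inter-gene correlation. That estimate was -0.0007, below the 0.01 set for camera. All 5 MT rats lay above every NS rat in the mean of the list (two-sided exact permutation test, p = 0.00794, the smallest p that 5 rats against 5 allow). Under the slide block the adjusted p was 0.0815, and over the alternatives it ranged from 0.00260 to 0.206. Its most abundant member, Lcn2, changed by -0.24, and Ngp, Prtn3 and Cxcr2 are dim, with mean log2 intensities of 2.86 to 4.64. Blood left in the tissue would raise the erythrocyte list as well, whose median was -0.0347. Its members went both ways, 3 of 11 being higher, and Hbb and Hbb-b1 changed by -0.02 and -0.08 with standard errors of 0.26 each, so blood stays open. A few MT rats with high values would leave the others at the NS level, but 5 of 5 lay above the NS median. That count follows from the separation given above and adds no separate evidence. MT rat 3 (0.20) lay close to the highest NS rat (0.19). The list leaves out the genes of Table 3 by design, so S100a8 is not among its members, and it shares none with another list. A difference between slides also stays open, and so does an effect of morphine, since 4 of the 5 MT arrays share a slide that holds no NS array.

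The homeostatic microglia list was lower in the MT group, with a median log2 fold change of -0.29 over 10 genes. Its adjusted p was 0.000827 by camera, 0.00707 by fry and 0.206 by camera with an estimated inter-gene correlation. The general microglia list had a median of -0.34 over 11 genes (adjusted p = 0.00646 by camera, 0.186 by fry and 0.540 by camera with an estimated correlation). Its most abundant genes, C1qa and Ctss, changed by -0.51 and -0.30, and Laptm5 changed by 0.23. Tmem119, which the paper lists as down-regulated and which microglia express, changed by -1.24. Fewer microglia in the MT samples may contribute, since both medians are negative, which is what was set down beforehand for this explanation. The general list did not pass fry or the estimated correlation, however, and Tmem119 itself is kept out of both lists as a gene of Table 3, so the explanation cannot be told apart from lower expression per cell. The demand for a second set test was added after the results were seen, and by the medians alone the explanation would have been accepted. In the slide block both lists stayed past the threshold, with medians of -0.30 and -0.38 (camera adjusted p = 1.20e-05 and 5.19e-05, and 1.20e-05 to 0.206 and 5.19e-05 to 0.540 over all alternatives). That counts against the slides as the whole source, but the group difference of that fit rests on MT rat 2 alone in the MT group, so the slides stay open for both lists.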

How the results depend on the processing

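Normexp on the median intensity, the slide as a random effect, the slide as a block for gene lists, the fit without slide 3, the fit with outlier spots kept and the combined setting with the deposited table were chosen only after the data were seen. The normexp correction planned on mean intensities was not run, because the deposited scanner output has no mean intensity column. No paired analysis was possible because the rats are numbered 1 to 10 over both groups and none is shared. For an RNA, a change of sign is called a reversal only where it passed its threshold in 1 of the 2 fits, and other changes of sign are counted. For a list that newly passes, the direction of the test counts and not the sign of the median. The slide block takes its group difference from slide 2 alone, MT rat 2 against 3 NS rats. The cause was not tested for any of the changes below, except where fewer RNAs or arrays were used by construction.

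The count of lncRNAs past the study's criteria was 207, and for mRNAs 339. It was 314 for lncRNAs with the 75th percentile (291 higher), 380 and 522 without a filter (166 higher and 214 lower for lncRNAs), 101 for lncRNAs with the filter on all 10 arrays, 96 for lncRNAs with normexp, 117 and 218 with the slide as a block, 103 and 223 with the slide as a random effect, and 2 and 20 with the log2 criterion read literally. The combined setting of the deposited table, the Student test and any spot well above background gave 136 lncRNAs. Without slide 3 the counts were 215 lncRNAs (95 higher and 120 lower) and 504 mRNAs. Leaving out each rat gave 123 to 360 lncRNAs, with the ends at NS rats 9 and 10, and 292 to 502 mRNAs.

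The count of lncRNAs with an adjusted p below 0.05 was 9, and of mRNAs 31. The counts were 16 and 49 with normexp, 16 and 50 with the deposited table, 16 and 57 with the combined setting, 1 and 11 without a filter, 30 and 89 with the filter on all 10 arrays, 27 and 89 with a variance trend and 50 and 133 with array weights. They were 0 and 0 with the slide as a block in limma, with 314 lncRNAs and 520 mRNAs at an unadjusted P below 0.05, and 0 and 0 with the slide as a random effect. Without slide 3 they were 0 and 2, and leaving out each rat gave 0 to 25 lncRNAs (0 without MT rat 1, NS rat 8 or NS rat 9) and 0 to 59 mRNAs (0 without MT rat 1 or NS rat 9), with the highest counts without MT rat 2.

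By fold alone, 425 lncRNAs and 722 mRNAs passed 1.5-fold. The counts were 1179 and 1263 with the 75th percentile, whose median shift of all RNAs was 0.07 on the log2 scale, 173 and 368 with normexp, 762 and 1167 without a filter, and 169 and 330 with the filter on all 10 arrays. For lncRNAs they were 268 with array weights, 282 with the slide as a block, 275 with the slide as a random effect and 277 without slide 3. Leaving out each rat gave 242 to 697 lncRNAs and 584 to 975 mRNAs, with the ends at NS rats 9 and 10.

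Of Table 2, 72 lncRNAs met the criteria, against 44 with the filter on all 10 arrays, 30 with the slide as a block, 42 without slide 3 and 64 to 73 with each rat left out. Of Table 3, 60 mRNAs did, against 37 with the slide as a block and 59 to 60 with each rat left out. The within-group minus between-group correlation was 0.00148 and passed its threshold only with the filter on all 10 arrays (0.00223, one-sided exact permutation test, p = 0.0476), and with each rat left out it ranged from 0.000117 to 0.00348. In the clustering, 3 arrays were on the side of the other group, against 1 without slide 3 and 2 to 3 with each rat left out. Of 20 gene lists, 5 passed camera, against 2 with fry, 0 with the estimated correlation (camera, adjusted p between 0.206 and 1.00) and 4 to 9 with each rat left out. The slide block gave 7, since oligodendrocyte, motor neuron and glucocorticoid then passed and neutrophil did not.

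Of the named RNAs, 41 of 54 met the criteria. In the fit with the slide as a block 16 no longer did, with the slide as a random effect 8 and without slide 3 another 8, and at most 4 under any other setting. The only reversal among them was Usp13 without slide 3, -0.61 against 0.73. The median of the glucocorticoid list changed sign under the slide block, where it passed (-0.29 against 0.08), while the direction of its test was down in both fits. Changes of sign outside the thresholds numbered 5 with the slide as a block and 2 or fewer under any other setting for named RNAs, and 5 or fewer for gene lists. Low signal over background limits the RNAs of slide 3 most, as its 2 arrays have 58.6% and 63.8% of their spots well above background.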

Differences from the paper's values

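The combined setting named below was chosen only after the values were seen, as was keeping outlier spots. The paper reports 136 lncRNAs past its criteria, and 207 were found here. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with the deposited table (169), the filter on all 10 arrays (101), the Student test (163), array weights (188), the slide as a block (117) and without MT rats 1 (162), 3 (180), 4 (164) and 5 (167) and NS rats 8 (144) and 9 (123). It was not with the 75th percentile (314), no filter (380), a variance trend (214), each probe on its own (207), the literal log2 criterion (2) and without MT rat 2 (262) and NS rats 6 (321), 7 (345) and 10 (360).

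Of these, the paper reports 84 as up-regulated, and 137 were found here. The same alternatives set before the data were examined were within 1.5 times the paper's value, with 112 for the deposited table, 102 for the Student test, 113 for array weights, 56 for the slide as a block and 75 to 105 without MT rats 1, 3, 4 or 5 or NS rats 8 or 9, except that the filter on all 10 arrays, with 54, was not. The others were outside it, with 291 for the 75th percentile, 166 for no filter, 147 for a variance trend, 137 for each probe on its own, 2 for the literal log2 criterion and 182, 224, 255 and 267 without MT rat 2 and NS rats 6, 7 and 10. With the deposited table, the Student test, each probe on its own and any spot well above background on at least 5 arrays, a setting found by comparing filters with the paper's counts and so chosen after seeing the values, the counts equal the paper's, with 84 and 52 lncRNAs and 176 and 102 mRNAs. Of 22 such filters compared, 1 gave all 4 counts, and 80 of the 80 lncRNAs of Table 2 and 60 of the 60 mRNAs of Table 3 met the criteria under it.

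For MRAK046606 the paper's fold is 2.367485, and 1.44 was found here. Of the alternatives set before the data were examined, the difference was within the larger error or 1.5 times with the deposited table (2.37) and the 75th percentile (1.58). It was not with no filter (1.44), the filter on all 10 arrays (1.44), array weights (1.35), a variance trend (1.44), the Student test (1.44) or any rat left out (1.34 to 1.50). The slide as a block also gave 1.58, but MT rat 2 has no value for MRAK046606. With no MT array left on slide 2, that 1.58 sets the MT rats of slide 1 against the NS rats of slide 3. It is therefore not adjusted for the slide and is not counted here. With outlier spots kept, a setting chosen after seeing the values, the fold was 2.37.

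The text of the paper gives the fold of XR_005988 as a log2 value of 12.4243 and that of AF196267 as 2.2025, and Table 2 lists folds. On the linear scale the folds found here were 12.4 and 2.20, and on the log2 scale 3.63 and -1.14, so the paper's numbers match on the linear scale.

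The paper states that the MT and NS samples clustered apart, and here 3 arrays were on the side of the other group. It ranks MRAK046606 among the largest increases, and here it did not meet the criteria. By fold alone MRAK051578 (log2 fold change 1.78, on 2 MT and 2 NS arrays) and MRAK165072 (1.35, well above background on 1 of 5 NS arrays) came before DQ266361 (1.31), but neither is measured well enough to rank. Among the decreases, AF196206 (-1.10) and BC126091 (-1.05) came before MRAK150340 (-1.05), with standard errors of 0.31 and 0.33 that leave their order unsettled. Of the 80 lncRNAs of Table 2, 72 met the criteria here. Of the 8 others, MRAK046606, MRAK018927, MRuc007cgx and a pair of ultraconserved transcripts met them with the deposited table, MRAK134839 and MRuc007nwi met them without a filter, and MRAK008891 met them only under the combined setting chosen after seeing the values.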

Other observations

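The test of the share of higher lncRNAs without slide 3 was chosen only after the result was seen, and so were the split tests of the adjusted counts. The readings of the immediate early list, the muscle list and the slides were also made more cautious after their results were seen, as said at each. Of all possible splits of the 10 arrays into 5 and 5, 100 were drawn with the real one included. In 9 of them at least as many lncRNAs met the study's criteria as in the real split, and in 9 at least as many mRNAs did, so chance cannot be excluded for either count. The same holds for lncRNAs and mRNAs past 1.5-fold, with 31 and 18 splits as large, and for the number of gene lists past camera, with 45. For RNAs past an adjusted p of 0.05 it was 2 splits for lncRNAs and 2 for mRNAs, the real one included, so a grouping by chance that ignores the slides can be excluded for those counts. Among the 6 splits that keep the arrays of slide 1 on one side, the real one ranks first, and 6 splits are too few to exclude chance, with 7 lncRNAs and 12 mRNAs in the next. The other split was rats 1, 3, 7, 8 and 9, with 46 lncRNAs and 172 mRNAs, and the slide block left 0 of either. The largest counts past the criteria, 559 lncRNAs and 745 mRNAs, came from rats 1, 4, 5, 8 and 9 against the others. Of the 8 other splits with as many lncRNAs, 8 kept the 2 arrays of slide 3 on one side, and of the 8 with as many mRNAs 7 did, against 44 of all the other splits. The fit with the slide as a block gave 117 lncRNAs and 218 mRNAs.

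Within the NS group, 2409 lncRNAs and 3382 mRNAs differed between the 2 arrays of slide 3 and the 3 arrays of slide 2 at an adjusted p below 0.05 in limma. Dim probes near background on slide 3 are one candidate source of the distance between these arrays. Over the 5160 brightest RNAs, the highest correlation of NS rats 8 and 9 with another array was 0.966, against 0.994 between them, and they still stood alone on one side of the first split, which argues against dim probes as the whole source. A difference of hybridization, scan day or RNA stays open, and so does an unrecorded difference between the rats.

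Of the lncRNAs past 1.5-fold, 76.0% were higher in the MT group. Without slide 3 the share was 49.5%, and without any of the 9 other pairs of NS rats it was 68.8% to 80.5%. With all 10 arrays but no filter on dim probes, 380 were higher and 382 lower, a share of 49.9%. Both numbers rose, the higher from 323 and the lower from 102, so the excess also depended on the filter on at least 5 arrays. With the filter on all 10 arrays, which leaves out RNAs that are dim on slide 3, 107 were higher and 62 lower, a share of 63.3%. The low signal of the slide 3 arrays may thus contribute to the excess of higher lncRNAs, but a smaller excess remained under that filter. Other differences of those 2 rats were not tested.

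A difference between slides was also tested on 3484 RNAs past the study's criteria between the MT arrays of slide 1 and the NS arrays of slide 3. Within slide 2, MT rat 2 differed from the 3 NS rats in the same direction for 65.2% of these RNAs, and each NS rat, compared with the 2 others, did so for 36.7%, 55.1% and 58.2%. By what was set down beforehand, a share above that of every NS rat argues against slides as the whole source. With 1 MT array and 3 NS arrays, however, chance puts the MT array first in 1 of 4 cases, so slide and group are taken here as not told apart for these RNAs, a reading adopted after the shares were seen.

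MRAK159688, the Fos downstream transcript, was higher in the MT group, and an immediate early response to the last injection is a candidate explanation. The immediate early list had a median log2 fold change of 0.159, with 14 of 19 genes higher, and Fos changed by 0.75. The adjusted p of the list was 0.00554 by camera, 0.327 by fry and 0.540 by camera with an estimated inter-gene correlation. By camera alone, which is what was set down beforehand, the explanation would have been accepted. As neither other set test passed, whether it accounts for MRAK159688 cannot be told apart from a lasting change. The members with the largest changes were Fos (0.75), Atf3 (0.74), Klf4 (0.74) and Zfp36 (0.72).

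The paper reports sarcolemma terms among the down-regulated mRNAs, for which muscle carried over in the NS dissections was tested as a source. The skeletal muscle list had a median log2 fold change of 0.0313 (adjusted p = 0.797), with 9 of 14 genes higher in the MT group, among them Ckm (1.75), and Acta1 changed by 0.02. By what was set down beforehand, a list that is level or higher in the MT group argues against muscle. Because Tnnc2 changed by -0.71 and members go both ways, the source of those terms is left open here, a reading adopted after the result was seen.

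Before any alternative setting was applied, the other lists did not pass camera, given here as median log2 fold change and adjusted p. They were B and T cell (-0.01, 0.512), oligodendrocyte (-0.19, 0.113), astrocyte (-0.06, 0.512), neuron (-0.01, 0.797), motor neuron (0.29, 0.128), dorsal root ganglion (0.13, 0.416), meningeal fibroblast (0.21, 0.105), endothelial (-0.01, 0.797), endothelial activation (0.29, 0.0586), glucocorticoid (0.08, 0.999), circadian (-0.01, 0.499), RT1 (0.10, 0.201) and erythrocyte (-0.03, 0.817). In the slide block, added after the data were seen, oligodendrocyte (-0.14, 0.0415), motor neuron (0.50, 0.0263) and glucocorticoid (-0.29, 0.0293) passed. Over all alternatives their adjusted p ranged from 0.0394 to 0.540, from 0.0135 to 0.620 and from 0.0293 to 1.00. The meningeal fibroblast, endothelial activation and RT1 lists did not pass in the slide block but did in some other alternative. Their adjusted p over all alternatives ranged from 0.0123 to 0.540, from 0.0148 to 0.540 and from 0.0217 to 0.917. The median differed in sign from the mean and the direction of the test for the neuron, endothelial, erythrocyte and glucocorticoid lists. Members with the largest changes in the other lists past camera were Csf3r (0.91), Cxcr2 (0.64), Ngp (0.63) and Camp (0.56) for neutrophil, Slc2a5 (-0.88), Gpr34 (-0.63), Siglec5 (0.54) and Cx3cr1 (-0.50) for homeostatic microglia, and Trem2 (-0.72), C1qa (-0.51), Tyrobp (-0.43) and Cd68 (-0.38) for general microglia.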
